A study of Homo sapiens with 5 samples. Its data were reported in "Integrative analysis of SF-1 transcription factor dosage impact on genome-wide binding and gene expression regulation" (2013).

How the data were processed

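Steroidogenic factor-1 (SF-1, the product of NR5A1) is a nuclear receptor that binds DNA and controls steroid hormone genes. Its binding sites were mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in H295R/TR SF-1 cells. H295R is an established human adrenocortical tumor cell line, and this subclone makes extra SF-1 when doxycycline is added to the medium. Chromatin came from cells without doxycycline (basal SF-1) and from cells kept with it for 3 days (overexpressed SF-1). Each dosage was precipitated with 2 anti-SF-1 antibodies, named here by their suppliers Millipore and Perseus. Per the labels, 3 libraries were pooled in each of the 4 combinations of dosage and antibody, and 2 libraries of input DNA (sonicated chromatin without precipitation) served as control. The input has no peak list, and its reads were not used here.

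According to their methods, the authors mapped Illumina reads to the hg19 build with ELAND v2 and called peaks with the SeqPeak algorithm of CisGenome v2, taking the libraries of a condition together against input. Calling on pooled libraries leaves 1 list per group. No replicate error exists at the level of the lists, and no p-value was computed between dosages or antibodies. Each deposited list gives the chromosome, start and end of every peak and a rank that begins at 1. The quantity that the authors ranked on is not stated, so ranks were used to order, filter or match peaks within a list. Across lists they served only to choose the sites to name, and ranks in lists of unequal length are not on one scale. The deposited score was 1000 for every peak and carries no measurement. Starts fell on a grid of 50 bp, so positions are known to about that width. Read numbers, fragment lengths, duplicate removal and repeat filters are not stated in the lists. A library with more reads yields more and weaker peaks, and the depth behind each list is unknown. All intervals given below cover counting error over peaks only.

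Positions were compared with the GRCh37 reference sequence, which is the hg19 build, and with the GENCODE version 44 annotation mapped to it. No peak extended past the end of its chromosome. The annotation gave 20163 protein-coding genes among 64449 genes on the 24 chromosomes used. Peaks are printed with 1-based coordinates. The distance to a transcription start site (TSS) was measured from the peak centre to the outermost start of each protein-coding gene, and the distance from genes to the nearest annotated gene body of any kind.

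Peaks of different lists were counted as shared when they overlapped by at least 1 bp. The count was set beside 1000 random placements of the other list, in which each peak kept its chromosome and width and avoided unknown bases. For positions near a TSS, 20 random placements gave the background, and for genes near a peak 100. Shares carry 95% Wilson intervals, differences between shares Newcombe intervals, and odds ratios Woolf intervals. The ratio of the odds ratios of the 2 antibodies was used as a test of whether the change with dosage differed between them, and it treats peaks as independent.

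The following sequences were searched on either strand of the peaks. The SF-1 consensus was YCAAGGYCR without mismatch, where Y is C or T and R is A or G. The neuron-restrictive silencer factor (NRSF/REST) consensus was TTCAGCACCNNGGACAGCGCC with at most 4 mismatches at its 19 fixed positions. A CTCF-type sequence, CCASYAGRKGGCR, served as a control that is tied to neither factor. Windows of the same width placed 5 kb to each side of every peak were the background. Whether both consensus sequences fell in the same peaks was tested with Fisher's exact test within each list, over peaks, with Benjamini-Hochberg adjustment over the 4 lists.

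The named genes and peaks followed a rule. The genes were those that the study's text names for steroid synthesis and dosage, plus NR5A1 and well-known SF-1 targets, 11 in all. The peaks were the 3 best-ranked of each list and the 5 with the best worst rank among sites found in all 4 lists. Gene symbols are those of the annotation, and CCN3 was formerly called NOV. This rule, the measures above and most alternatives were chosen before the data were examined.

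The counting was tested on simulated data. Among 4393 simulated peaks, all 500 planted overlaps were found, with 4 others where 6.5 were expected by chance. All 200 planted copies of each of the 3 sequences were found, and distances to TSS and gene bodies equalled those of a direct search at all 300 random peaks. Alternatives covered the overlap that counts as shared, a stricter list, lists of the same number of peaks, other annotations and distances, other forms of each sequence and other backgrounds. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, statsmodels 0.14.6 for odds ratios over strata, and samtools 1.23.1.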

Results

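The data were 4 lists of SF-1 peaks, 1 for each combination of SF-1 dosage and antibody, each called by the authors on 3 pooled libraries. The study asked how the repertoire of SF-1 sites changes when the factor is overexpressed. There were no replicates at the level of the lists, so differences between lists were compared with counting error only.

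With the Millipore antibody the list held 4393 peaks at basal dosage and 11910 at overexpressed dosage, a ratio of 2.71. With the Perseus antibody it held 6616 peaks at basal and 7453 at overexpressed dosage, a ratio of 1.13. The median width was 149 bp in every list, and the widest peak measured 1749 bp in the basal Perseus list. The peaks covered 686 kb in the basal Millipore list and 2181 kb in the overexpressed Millipore list. The Perseus lists covered 1170 kb and 1342 kb. Mean GC content was 46.5% in the basal Millipore peaks and 55.4% in the overexpressed Millipore peaks, against 42.1% and 46.4% in windows 5 kb away. It was 52.3% and 54.2% in the basal and overexpressed Perseus peaks. Merging peaks within 500 bp changed the numbers little, with 11548 remaining in the longest list.

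The first comparison asked how many sites were occupied at both dosages. Of the 4393 basal Millipore peaks, 544 overlapped a peak of the overexpressed Millipore list, a share of 12.4% (95% Wilson interval 11.4 to 13.4%). Random placement gave a mean of 6.39 overlaps, with a range of 0 to 14, so the observed number was 85.1-fold higher. Seen from the overexpressed list, 540 of 11910 peaks were shared, or 4.53% (4.18 to 4.92%). The choice that moved the count most was to keep only the better-ranked 50% of each list, which left 298 shared peaks, or 13.6% of those kept. With both Millipore lists cut to the 4393 best-ranked peaks the share was lower, at 352 peaks or 8.01%. With the Perseus antibody 1949 of 6616 basal peaks overlapped an overexpressed peak, a share of 29.5% (28.4 to 30.6%). This was 275-fold above the random mean of 7.10. The share of basal peaks found at both dosages was therefore higher with the Perseus than with the Millipore antibody, and the intervals did not overlap.

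The second comparison asked how far the antibodies found the same sites. At basal dosage 510 of 4393 Millipore peaks, or 11.6% (10.7 to 12.6%), overlapped a Perseus peak, 144-fold above the random mean of 3.54. At overexpressed dosage 1367 of 11910 Millipore peaks, or 11.5% (10.9 to 12.1%), did so, 104-fold above the random mean of 13.1. From the Perseus side, 7.65% of basal peaks (7.03 to 8.31%) and 18.5% of overexpressed peaks (17.6 to 19.4%) overlapped a Millipore peak. In the 2 Millipore lists 79.1% and 83.4% of the peaks overlapped no peak of any other list. In the 2 Perseus lists the shares were 62.3% and 62.1%. Only 166 basal Millipore peaks, or 3.78%, were found in all 4 lists.

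Sharing fell with rank. When the lists were divided by rank into 4 parts of equal size, 24.1% (21.7 to 26.7%) of the best-ranked part of the basal Millipore list was found at overexpressed dosage, against 6.38% (5.08 to 7.98%) of the last part. The same shares of the basal Perseus list were 52.5% (50.1 to 54.9%) and 15.7% (14.1 to 17.6%). Between antibodies, 24.9% (22.5 to 27.6%) of the best-ranked part of the basal Millipore list was found in the Perseus list and 5.01% (3.87 to 6.46%) of the last part. For the basal Perseus list the fall was smaller, from 10.3% (8.91 to 11.8%) to 5.87% (4.83 to 7.10%).

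**Figure D1:**
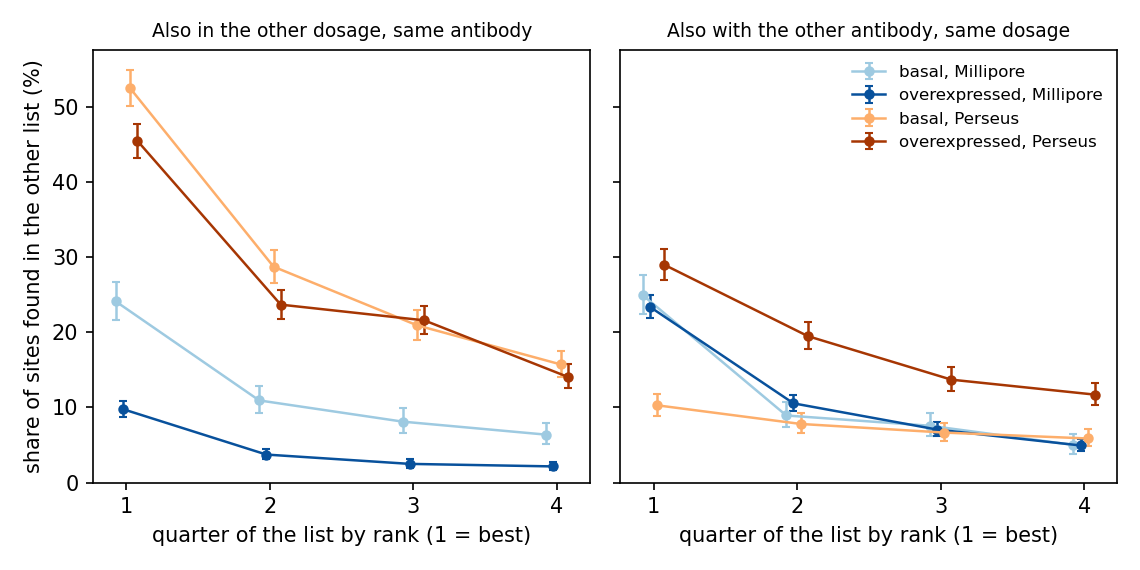
Share of sites (percent, vertical axis) in each list that overlapped a site of the other dosage with the same antibody (left) or of the other antibody at the same dosage (right), by part of the list in rank order (horizontal axis, 1 the best-ranked), with 95% Wilson intervals as bars. The best-ranked parts lie highest, at 52.5% for the basal Perseus list against 15.7% in its last part on the left.

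Sites were then placed relative to genes, because the study compared proximity to genes between dosages. Of the basal Millipore peaks, 4.19% (3.64 to 4.82%) lay within 1 kb of the TSS of a protein-coding gene, against 1.43% of randomly placed peaks. In the overexpressed Millipore list the share was 12.6% (12.04 to 13.2%), against 1.63% at random. The difference was 8.44 percentage points (7.58 to 9.26), or 3.02-fold. Counting the starts of all transcripts of protein-coding genes moved this value most, to 12.5 percentage points. With the Perseus antibody the shares were 26.4% (25.4 to 27.5%) at basal and 26.6% (25.6 to 27.6%) at overexpressed dosage. The difference of 0.132 percentage points had an interval from -1.33 to 1.59, so no change was detectable at these list sizes. Within strata of equal peak GC content the odds ratio of the Millipore lists fell from 3.31 (2.83 to 3.87) to 1.21 (1.02 to 1.44), and that of the Perseus lists was 0.823 (0.750 to 0.903), a fall with dosage. Both Perseus lists held a larger share of TSS-proximal peaks than either Millipore list.

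Within 10 kb of a TSS lay 16.5% (15.5 to 17.7%) of basal and 30.6% (29.8 to 31.5%) of overexpressed Millipore peaks, a difference of 14.1 percentage points (12.7 to 15.4). For the Perseus antibody the shares were 40.8% (39.6 to 42.0%) and 42.5% (41.4 to 43.7%), a difference of 1.71 percentage points (0.0772 to 3.34). Sites more than 100 kb from any annotated gene made up 2.82% (2.37 to 3.36%) of basal and 1.44% (1.25 to 1.68%) of overexpressed Millipore peaks. In the Perseus lists they made up 2.37% (2.03 to 2.77%) and 1.89% (1.61 to 2.23%). This share depended on what was counted as a gene. Measured from the TSS of protein-coding genes alone, 39.7% of basal and 24.5% of overexpressed Millipore peaks lay farther than 100 kb, a change of -15.2 percentage points.

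**Figure D2:**
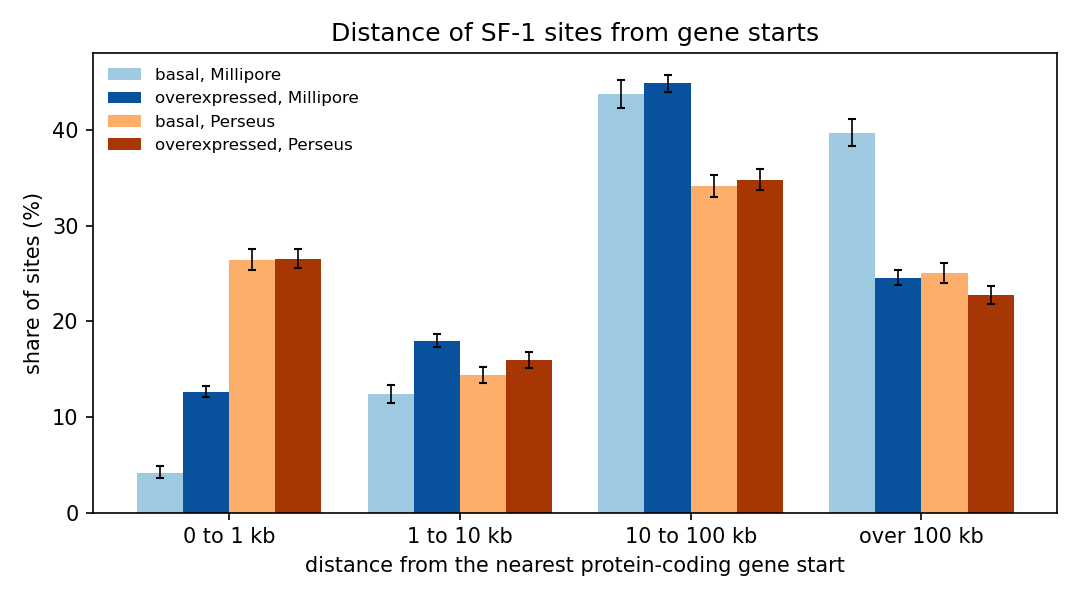
Share of sites (percent, vertical axis) by distance from the nearest protein-coding gene start (horizontal axis) in the 4 lists, with 95% Wilson intervals as bars. The overexpressed Millipore list has 12.6% of its sites within 1 kb against 4.19% in the basal list, and the Perseus lists have 26.4% and 26.6% there.

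At the level of genes, 6180 of 20163 protein-coding genes had a basal Millipore peak within 100 kb of the TSS and 12400 had an overexpressed Millipore peak. Of these, 4705 had both, or 76.1% of the genes near a basal peak. Randomly placed lists gave 5610 and 11641 genes with 3570 in common, or 63.6%. The Perseus lists gave 9514 and 10332 genes with 7221 in common, or 75.9%, where random lists gave 50.5%. A distance of 10 kb in place of 100 kb moved the common number most as a ratio, to 387 genes for Millipore and 1693 for Perseus.

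The SF-1 consensus was present in 16.0% (14.9 to 17.1%) of basal Millipore peaks and in 1.22% (1.01 to 1.47%) of windows 5 kb away, a 13.1-fold excess. In the overexpressed Millipore list it was present in 10.9% (10.3 to 11.4%) of peaks, 6.44-fold above the windows. The basal Perseus peaks held it in 21.6% (20.7 to 22.6%) and the overexpressed Perseus peaks in 17.2% (16.4 to 18.1%), excesses of 15.6-fold and 13.2-fold. The share was thus lower at overexpressed dosage with both antibodies, by -5.09 percentage points (-6.33 to -3.89) for Millipore and -4.40 (-5.71 to -3.09) for Perseus. For the basal Millipore list the alternative that moved the excess over the windows most was to keep the better-ranked 50% of peaks, which raised it from 14.7 to 20.01 percentage points. The consensus became rarer down the ranks. It was found in 27.8% (25.2 to 30.5%) of the best-ranked part of the basal Millipore list and in 9.11% (7.55 to 11.0%) of the last part. Shared sites held it more often: 43.0% (38.9 to 47.2%) of basal Millipore peaks found at both dosages had it, against 12.1% (11.1 to 13.2%) of the others. Among basal Millipore peaks found by both antibodies the share was 56.9% (52.5 to 61.1%).

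The NRSF/REST consensus was present in 49 of the 4393 basal Millipore peaks, or 1.12% (0.845 to 1.47%), and in 0.0455% (0.0177 to 0.117%) of the windows 5 kb away. In the overexpressed Millipore list it was present in 88 peaks, or 0.739% (0.600 to 0.909%), against 0.164% of the windows. In the Perseus lists it was present in 12 peaks at basal dosage, or 0.181% (0.104 to 0.317%), and in 20 at overexpressed dosage, or 0.268% (0.174 to 0.414%). The excess over the windows in the basal Perseus list, 0.0907 percentage points, was within counting error, and that in the overexpressed list was 0.174 percentage points (0.0604 to 0.325). The result for the basal Perseus list depended on the background. Against random windows on the same chromosome its excess was 0.1058 percentage points (0.0055 to 0.2455), an interval that leaves out 0. The result for both Perseus lists also depended on the mismatches allowed. With at most 3 the excess in the basal and overexpressed lists was 0.0529 (-0.00880 to 0.155) and 0.0738 (-0.00215 to 0.185) percentage points, within counting error, and with at most 5 it was 0.756 (0.481 to 1.07) and 0.845 (0.582 to 1.15). The CTCF-type control sequence was present in 0.182% to 0.537% of peaks, 4.67-fold to 13.3-fold above the windows. The NRSF/REST consensus was 24.5-fold and 4.51-fold above them in the basal and overexpressed Millipore lists, and 2-fold and 2.86-fold in the Perseus lists. Only in the basal Millipore list did it exceed the control, which was 8-fold above the windows there. Elsewhere an excess over these windows is therefore not specific to NRSF/REST.

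Most peaks with the NRSF/REST consensus ranked high in the basal Millipore list, 39 of the 49 in the best-ranked part. At overexpressed dosage 44 of the 49 were found again with the same antibody, and 4 of them were found in the basal Perseus list. Both consensus sequences fell in 2 basal Millipore peaks where 7.82 would be expected if they were independent (odds ratio 0.222, exact p = 0.0176, two-sided, adjusted 0.0703 over the 4 lists). In the other lists the numbers were 8 against 9.56 expected, 3 against 2.60 and 5 against 3.45, with adjusted p of 0.731 in each by the same exact test. The test describes peaks within a list and passed no threshold after adjustment.

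**Figure D3:**
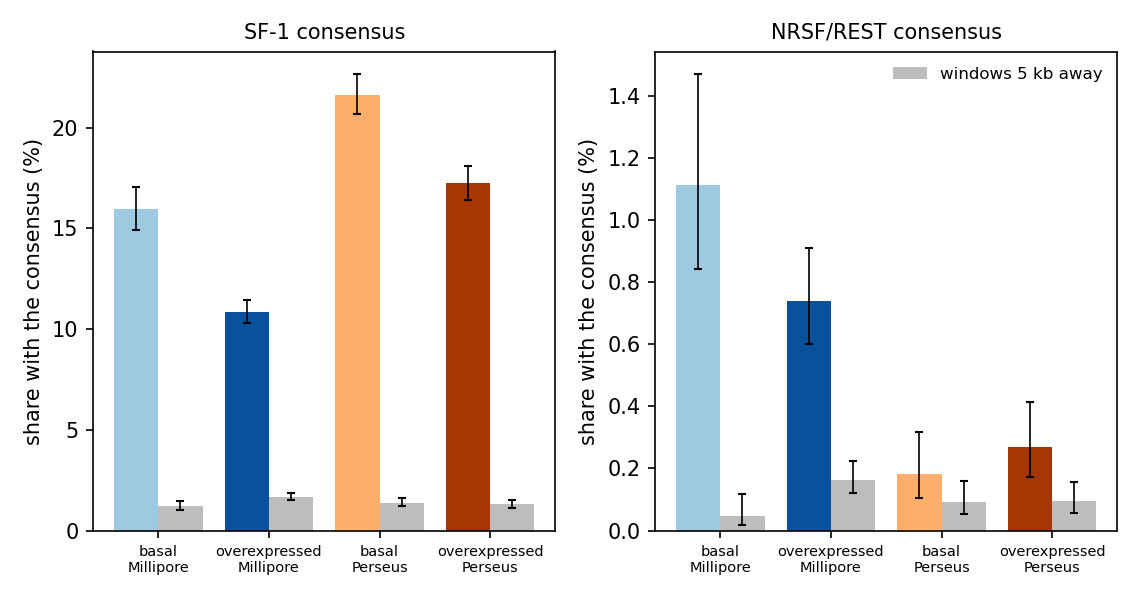
Share of sites (percent, vertical axes) with the SF-1 consensus (left) and the NRSF/REST consensus (right) in the 4 lists in colour and in windows 5 kb away in grey, with 95% Wilson intervals as bars and separate scales. SF-1 consensus shares lie between 10.9% and 21.6%, and the NRSF/REST share is highest in the basal Millipore list at 1.12%.

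The 3 best-ranked basal Millipore peaks all held the NRSF/REST consensus and not that of SF-1, and none overlapped a Perseus peak. They lay at chromosome 9, 128844901 to 128845349, in an intron of a long noncoding RNA gene, at chromosome 11, 66189051 to 66189499, in an intron of NPAS4 and 769 bp from its TSS, and at chromosome 19, 57149351 to 57149749, in an intron of the noncoding gene ZIM2-AS1 and 4977 bp from the TSS of SMIM17. The first and the second of these ranked 3 and 2 in the overexpressed Millipore list. The best-ranked peak of that list, at chromosome 1, 156186201 to 156186799, lay in an intron of PMF1, 3716 bp from its TSS. It was found in all 4 lists, with rank 1386 in the basal Millipore list and ranks 10 and 8 in the basal and overexpressed Perseus lists. It held neither consensus.

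The best-ranked basal Perseus peak lay at chromosome 1, 569701 to 570149, within a transcribed pseudogene, and 66.6% of its 25 bp words matched the mitochondrial genome. It held the SF-1 consensus and ranked 20 at overexpressed dosage. Next came intergenic peaks at chromosome 10, 42535551 to 42535749, and at chromosome 8, 43822201 to 43822699. These led the overexpressed Perseus list, followed by a peak at chromosome 11, 48804951 to 48805199. They held neither consensus and were found in neither Millipore list. The peaks on chromosomes 10 and 8 lay within 1 Mb of a run of unknown bases of at least 1 Mb, as did 51 of the 100 best-ranked peaks in each Perseus list, 0 in the basal Millipore list and 5 in the overexpressed Millipore list.

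Of the sites in all 4 lists, the 5 with the best worst rank lay on chromosomes 20, 5, 7 and 19. The one at chromosome 20, 26188751 to 26189049, was in an intron of the noncoding gene MIR663AHG, and ranked 227 and 58 in the Millipore and 18 and 15 in the Perseus lists. It also lay within 1 Mb of such a run. The sites at chromosome 5, 49501 to 50049, and at chromosome 19, 24183651 to 24183799, were intergenic, the latter also within 1 Mb of such a run. The site at chromosome 7, 158805851 to 158806449, in an intron of the noncoding gene LINC00689, and the site at chromosome 19, 727051 to 727599, in an intron of PALM and 18390 bp from its TSS, held the SF-1 consensus. The PALM site ranked 6 in the basal Millipore list, 24 in the overexpressed Millipore list, and 147 and 371 in the basal and overexpressed Perseus lists.

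Among the 11 genes fixed beforehand, CYP11A1 had the most peaks within 100 kb of its TSS in the Millipore lists, 4 in the basal and 16 in the overexpressed one. It had 3 and 5 in the Perseus lists. Its best-ranked basal Millipore peak, rank 41, lay 40712 bp downstream of the TSS at chromosome 15, 74619101 to 74619449, past the far end of the gene. The nearest overexpressed Millipore peak lay 187 bp from the TSS and ranked 3883. NR5A1 itself had 2 basal and 6 overexpressed Millipore peaks and 3 basal and 5 overexpressed Perseus peaks. The nearest basal Millipore peak lay at -951 bp from its TSS, at chromosome 9, 127270551 to 127270749. STAR had 2 basal and 1 overexpressed Millipore peak, the nearest basal one at -3190 bp, upstream, at chromosome 8, 38011551 to 38011849. It had 1 basal and 5 overexpressed Perseus peaks, of which the nearest overexpressed one lay at -140 bp. CACNA1H had 2 and 4 Millipore peaks and 1 and 2 Perseus peaks. CYP17A1 had 1 peak in each list except 4 in the basal Perseus list. CYP11B1 and CYP11B2, which are neighbours, shared 1 overexpressed Millipore peak at chromosome 8, 144005251 to 144005549, at -6141 bp from the TSS of CYP11B2. The same place had a basal Perseus peak, and no basal Millipore or overexpressed Perseus peak. The overexpressed Perseus list had 1 peak near these genes, at chromosome 8, 144021501 to 144021599, at -22291 bp from the TSS of CYP11B2. CYP21A2 had 1 peak in the basal Millipore list and 1 in the overexpressed Perseus list, and CYP19A1 had 1 in the basal Perseus list alone. CCN3 and NR0B1 had no peak within 100 kb in any list.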

Values the study reported

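The study reported 4393 sites at basal dosage and 11 910 when SF-1 was overexpressed, of which 545 were common. It placed 83.5% of basal sites farther than 10 kb from genes, and 30.5% of overexpression sites closer than that. Gene deserts held 40.6% of basal sites and 26.4% of overexpression sites. Genes with a site within 100 kb of the transcription start numbered 2638 at basal dosage and 6248 on overexpression, with 1497 in common. Sites with both the SF-1 and the NRSF/REST sequence amounted to 1.2% at basal and 1% at increased dosage.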

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

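The tests of list length, the GC strata of 2 points, the ratio of the antibodies within GC strata, the tests by number of mismatches and those of peaks with and without the SF-1 consensus were chosen after the results were seen, and the other tests before. The lists of the same number of peaks that the tests of list length used were planned as an alternative. The change of a share with SF-1 dosage was set between the antibodies as the ratio of their odds ratios. This ratio differed from 1 beyond counting error for 5 of the 6 shares examined. It compares lists and treats peaks as independent, so it does not measure how far repeat experiments would differ.

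The first was the share within 1 kb of a TSS, where the ratio of the odds ratios was 3.28 (95% interval 2.76 to 3.91). In the full lists a rise with dosage beyond counting error was seen for Millipore and not for Perseus. For the share within 10 kb the ratio was 2.08 (1.86 to 2.32), and for the share more than 100 kb from any gene it was 0.636 (0.458 to 0.883). The number of peaks argues little here. With 4393 best-ranked peaks in every list, the Millipore odds ratio for 1 kb was 3.47 (2.93 to 4.12), no lower than the 3.31 of the full lists.

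GC content tracked most of the Millipore rise. Within strata of 5 percentage points of peak GC the Millipore odds ratio was 1.21 (1.02 to 1.44), an interval that leaves out 1. By the prediction written beforehand this argues against GC content as the whole cause. With strata of 2 points, tried afterwards, it was 1.18 with a lower limit of 0.994, so the result lies at the edge. The Perseus odds ratio in the same strata was 0.823 (0.750 to 0.903) and 0.817 (0.744 to 0.896), a fall with dosage. The ratio between the antibodies within strata was 1.47 (1.21 to 1.79), and 1.45 (1.19 to 1.77) in the finer ones, so peak GC content does not account for the whole difference between the antibodies. Peaks more than 100 kb from a TSS also changed: their median GC content was 43.0% in the basal and 50.3% in the overexpressed Millipore list, against 38.7% and 40.4% in the Perseus lists. An enrichment of GC-rich fragments in the overexpressed Millipore libraries may therefore account for much of the Millipore rise. Promoters are GC-rich themselves, so an enrichment of fragments and a true gain of promoter sites cannot be told apart for the Millipore rise itself.

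A different reading is that promoter sites were present at basal dosage and were missed in the basal Millipore list. Of the TSS-proximal peaks of the overexpressed Millipore list that the basal Millipore list lacked, 22.7% (20.6 to 24.9%) overlapped a basal Perseus peak. Only 4.21% (3.84 to 4.63%) of the distal ones did, and 2.69% (2.51 to 2.88%) of windows at other gene starts. This is consistent with part of the promoter sites being occupied already at basal dosage.

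General openness of promoters, without any role of the consensus, was not supported as the whole cause. Of the TSS-proximal overexpressed Millipore peaks 9.91% (8.50 to 11.5%) held the SF-1 consensus, against 1.74% (1.46 to 2.07%) of promoter windows without a peak. In the basal Millipore list the share was 20.7% (15.4 to 27.1%), and among the TSS-proximal peaks that the basal list lacked it was 8.92% (7.55 to 10.5%). The peaks gained thus held the consensus less often. Farther from a TSS the share in the Millipore lists fell too, from 15.75% (14.7 to 16.9%) to 11.0% (10.4 to 11.6%). The fall near a TSS therefore does not single out openness of promoters, which stays possible as a part of the cause. The share within 1 kb rose with an odds ratio of 3.55 (2.98 to 4.23) among Millipore peaks without the consensus and 2.27 (1.57 to 3.28) among those with it. For peaks without it, openness of promoters, GC-rich fragments and weaker SF-1 sequences cannot be told apart, since each predicts such a rise. A direct effect of SF-1 dosage on promoter binding stays open and was not tested here. The study mapped open chromatin at both dosages, and reports that some overexpression sites lay where chromatin was open only at that dosage. It also reports that genes bound only on overexpression were associated with genes upregulated by it. Those measurements were not analysed here.

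The SF-1 consensus share fell with dosage with both antibodies, and the ratio of the odds ratios was 0.851 (0.748 to 0.969). Here the way the lists were cut mattered. With 4393 best-ranked peaks in every list the ratio was 1.27 (1.09 to 1.49), so the stronger fall with the Millipore antibody was gone at that cut. The shares were then 16.0% and 15.8% for Millipore and 23.8% and 19.4% for Perseus. A longer list that reaches weaker peaks is a candidate explanation for the Millipore fall, and the fall in the Perseus lists remained.

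With at most 4 mismatches the NRSF/REST consensus share fell with dosage in the Millipore lists and rose, within counting error, in the Perseus lists, and the ratio of the odds ratios was 0.446 (0.201 to 0.990). With at most 3 mismatches it was 0.310 (0.0964 to 0.997). With at most 5 it was 1.04 (0.693 to 1.55), and the Millipore share did not fall, at 1.62% basal and 1.76% overexpressed, beside 1.24% and 1.30% for Perseus. The pattern thus depended on the mismatches allowed. In lists of 4393 best-ranked peaks the Millipore share no longer fell, with 1.12% at basal and 1.46% at overexpressed dosage (odds ratio 1.31, 0.901 to 1.91). The Perseus shares were 0.205% and 0.342%, and the ratio of the odds ratios was 0.785 (0.317 to 1.95). This interval holds both 1 and the ratio of the full lists, because the Perseus lists have few such peaks, so the length of the list and a difference between antibodies cannot be told apart at that setting.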

How the results depend on the processing

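Placement by a shift of 10 to 100 kb, windows matched on GC content, distance from gene starts for remote sites and assignment to the nearest gene were chosen after the data were seen. The other alternatives were chosen before. No paired analysis was possible because each group has 1 list pooled from its libraries. The comparisons between dosages or antibodies, the excess and joint presence of the consensus sequences and the peak numbers were recomputed in 128 alternative fits. Of these, 77 counted as unmoved, 49 moved without a change of direction beyond counting error, and 2, both odds ratios, crossed 1. Unmoved meant inside the interval or within 1.5 times the count. For the odds ratios of joint presence it meant the same side of 1 and the same outcome of the adjusted test. With CAAGGTCA such an odds ratio went from 0.819 to 0.339 in the overexpressed Millipore list and counted as unmoved. In 2 fits already counted among the 77 and the 49, a difference within counting error of 0 became negative. Among 72 alternative fits of values for single lists, 52 moved. Where no cause is named below, the cause was not tested.

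The Perseus dosages shared the largest part of a list in all these fits. The better-ranked 50% of each list shared 298 peaks between Millipore dosages, 975 between Perseus dosages, 229 between antibodies at basal and 691 at overexpressed dosage, as follows from fewer peaks. The same number of best peaks left 352 between Millipore dosages. Against peaks moved by 10 to 100 kb, the excess fell to 51.9-fold and 113-fold between dosages with Millipore and Perseus, and to 91.7-fold and 47.3-fold between antibodies at basal and overexpressed dosage. This placement keeps the clustering of peaks along chromosomes.

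The rise of the Millipore share within 1 kb of a TSS was 9.67 percentage points with the starts of all genes and 12.5 with all transcripts of protein-coding genes. Within 10 kb it was 16.4 with all transcripts and 15.8 with the same number of peaks. The Perseus difference within 1 kb stayed within counting error, and its sign changed with the better-ranked 50%. The fall of the share over 100 kb from genes was -9.51 and -2.53 percentage points for Millipore and Perseus with protein-coding genes only, and -15.2 and -2.33 measured from their starts. Genes common to both dosages numbered 11988 and 17715 with all annotated genes, 387 and 1693 within 10 kb, and 1193 and 2086 with the nearest start only, for Millipore and Perseus.

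The excess of the SF-1 consensus over background stayed positive. In the order basal and overexpressed Millipore, then basal and overexpressed Perseus, CAAGGTCA gave 10.4, 4.93, 13.0 and 9.55 percentage points. The central 200 bp gave 17.1, 9.77, 23.8 and 18.7, and the better-ranked 50% gave 20.01, 11.96, 22.9 and 18.3. CAAGGYCR gave 10.8, 21.3 and 17.7 in the last 3 lists. With the same number of peaks the overexpressed Millipore and the Perseus lists gave 13.4, 22.1 and 17.8.

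For the NRSF/REST consensus, the better-ranked 50% gave 1.94 and 0.966 percentage points in the basal and overexpressed Millipore lists. The overexpressed Millipore list gave 0.411 with 3 mismatches, 1.06 with 5 and 1.22 with the same number of peaks. The Perseus lists gave 0.756 and 0.845 with 5 mismatches. Against GC-matched windows the basal Perseus excess was -0.0302, within counting error. Against random windows on the same chromosome it was 0.1058 (0.0055 to 0.2455), an interval that leaves out 0. The odds ratio of both sequences rose above 1, to 1.12, in the overexpressed Millipore list with 5 mismatches, and fell to 0.541 in the basal Perseus list with CAAGGTCA. Neither list had a detectable association at first, and the few peaks with both sequences limit this result.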

Other observations

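The test of NRSF/REST sites across dosages, the test of the reversed consensus with 5 mismatches, the test of peaks near unknown bases, the distance from protein-coding starts and the assignment to the nearest start were chosen after their results were seen, and the other tests before. The number of sites matched by rank, 2 for each NRSF/REST site, was set after a first match with more sites had left the ranks unequal. The 4 lists were called against the same input, so chance peaks from the input can be shared between lists. Their number could not be simulated from peak lists, and the random placements above do not include it.

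The study reports that NRSF/REST sequences were significantly enriched with a different anti-SF-1 antibody too. At both dosages its motif search also found them in more sites than the fixed consensus with at most 4 mismatches did here, so the search here was stricter. In this search, with at most 4 mismatches, sites with the NRSF/REST consensus were found in the Millipore lists and rarely in the Perseus lists. With at most 5 this contrast was small, at 1.62% and 1.76% of basal and overexpressed Millipore peaks and 1.24% and 1.30% of Perseus peaks. Chance matches were more frequent at that setting, since the reversed consensus was in 0.228% and 0.395% of Millipore and 0.559% (0.406 to 0.770%) and 0.577% (0.429 to 0.776%) of Perseus peaks. The Perseus shares exceeded these, with intervals apart. The reversed consensus may understate chance, however. With at most 4 mismatches it was in 0.0151% of basal Perseus peaks, while the consensus itself was in 0.212% of windows matched to them on GC content. Such windows were not searched with 5 mismatches, so chance is not excluded for the looser matches. What follows applies to at most 4 mismatches. Chance matches in GC-rich sequence did not account for the Millipore sites. Over windows matched on GC content the excess was 0.956 (0.637 to 1.32) percentage points in the basal Millipore list. In the overexpressed Millipore list it was 0.537 (0.367 to 0.720). The reversed consensus, of the same composition, matched 0 basal Millipore peaks (at most 0.0874% by the Wilson interval) and 3 overexpressed ones. Lower sensitivity of the Perseus lists for sites of every kind was also contradicted. Of basal Millipore peaks of like rank with the SF-1 consensus, 62.8% (52.7 to 71.9%) were found in the basal Perseus list, against 6.38% (2.20 to 17.2%) of those with the NRSF/REST consensus alone. The median ranks of these sets were 100.5 and 71. At overexpressed dosage the shares were 55.6% and 7.50%.

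One candidate explanation is that the Millipore antibody precipitates a protein other than SF-1 at these sites. Of the basal Millipore sites with the NRSF/REST consensus alone, 89.4% (77.4 to 95.4%) were called again at overexpressed dosage, against 41.5% (32.1 to 51.6%) of sites of like rank with the SF-1 consensus. Ranks at the 2 dosages were not used in this test, because the lists differ in length. The looser NRSF/REST sequences in the Perseus lists were not followed further. SF-1 held at these sites through another protein, in a form that the Perseus antibody does not reach, could give the same values. The lists hold no control precipitation that would separate these readings. The study gives other evidence for SF-1 at such sequences. It reports sites shared with an NRSF/REST precipitation, joint precipitation of the 2 proteins, and a complex on the NRSF/REST sequence that an anti-SF-1 antibody shifted. In its reporter assay, which uses no antibody, wild-type SF-1 relieved repression by that sequence and mutant SF-1 did not. Those experiments were not analysed here.

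The best-ranked Perseus peaks lay near gaps in the assembly. Of the 100 best-ranked peaks, 51 in each Perseus list lay within 1 Mb of a run of unknown bases of at least 1 Mb, against 0 in the basal and 5 in the overexpressed Millipore list. Such places make up 1.57% of the placeable sequence, and they held 4.22% of all basal Perseus peaks. The SF-1 consensus was present in 1.79% (0.768 to 4.13%) of these, with an interval that overlapped that of their flanking windows, 0.358% (0.0984 to 1.30%), and lay far below the 23.7% (19.1 to 29.0%) of other peaks of like rank. Mapping artefacts beside unassembled repeats that input did not remove may explain this. They were called at both dosages in 56.3% (50.4 to 62.0%) of cases, against 48.4% (42.6 to 54.2%) for other peaks of like rank, and in the overexpressed list in 60.2% against 38.7%. The Millipore lists, called against the same input, lacked most of these peaks, which a general artefact would not predict. The labels number the Perseus libraries in a range apart from the Millipore and input libraries, so the antibody and a library batch cannot be told apart. Without these peaks the share of basal Perseus peaks found at overexpressed dosage was 28.3%, the share within 1 kb of a TSS 27.4% and the SF-1 consensus share 22.5%, so the values of the full list depended little on them.

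Peaks were dense on chromosome 9 and sparse on chromosome X in all 4 lists. The density on chromosome 9 was 1.76 to 2.34 times that of the other autosomes, and on chromosome X it was 0.153 to 0.212 times. GC content of the chromosomes did not account for it, because with windows of 1 Mb matched on GC the smallest ratio on chromosome 9 was 1.76 (1.58 to 1.97), and the ratios on chromosome X were 0.197 to 0.282. Extra or missing copies of these chromosomes in the cell line are a candidate explanation. Peaks with the SF-1 consensus were as dense on chromosome 9 as peaks without it, with an odds ratio of 1.19 (0.889 to 1.60) in the basal Millipore list, where it was farthest from 1. Copy number was not measured, and input reads were not used here.

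Some values differ from those quoted from the study. The share of basal Millipore peaks more than 100 kb from any gene was 2.82% here, and that of overexpressed peaks 1.44%. Both are lower than the values quoted from the study above. Measured from protein-coding starts the shares were 39.7% and 24.5%, close to the study's. The study's supplement divides its sites into bins of distance, which its main figure gives as distance from transcription start sites. The outer bins, beyond 100 kb, together make up its gene desert shares. The study's shares thus appear to be distances from starts, a measure unlike the distance from gene bodies used here. The genes near a peak numbered 6180 and 12400, with 4705 in common. All are higher than the values quoted from the study above. Assigning each peak only to the gene with the nearest start gave 2293 and 5851 with 1193 in common, so another rule of assignment is a candidate explanation. Of the Millipore peaks with either sequence, 0.267% at basal and 0.582% at overexpressed dosage held both. Both are lower than the values quoted from the study above, whose denominator is not stated.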
